# *Mamld1* Knockdown Reduces Testosterone Production and *Cyp17a1* Expression in Mouse Leydig Tumor Cells

**DOI:** 10.1371/journal.pone.0019123

**Published:** 2011-04-29

**Authors:** Michiko Nakamura, Maki Fukami, Fumihiro Sugawa, Mami Miyado, Katsuya Nonomura, Tsutomu Ogata

## Abstract

**Background:**

*MAMLD1* is known to be a causative gene for hypospadias. Although previous studies have indicated that *MAMLD1* mutations result in hypospadias primarily because of compromised testosterone production around the critical period for fetal sex development, the underlying mechanism(s) remains to be clarified. Furthermore, although functional studies have indicated a transactivation function of *MAMLD1* for the non-canonical Notch target *Hes3*, its relevance to testosterone production remains unknown. To examine these matters, we performed *Mamld1* knockdown experiments.

**Methodology/Principal Findings:**

*Mamld1* knockdown was performed with two siRNAs, using mouse Leydig tumor cells (MLTCs). *Mamld1* knockdown did not influence the concentrations of pregnenolone and progesterone but significantly reduced those of 17-OH pregnenolone, 17-OH progesterone, dehydroepiandrosterone, androstenedione, and testosterone in the culture media. Furthermore, *Mamld1* knockdown significantly decreased *Cyp17a1* expression, but did not affect expressions of other genes involved in testosterone biosynthesis as well as in insulin-like 3 production. *Hes3* expression was not significantly altered. In addition, while 47 genes were significantly up-regulated (fold change >2.0×) and 38 genes were significantly down-regulated (fold change <0.5×), none of them was known to be involved in testosterone production. Cell proliferation analysis revealed no evidence for compromised proliferation of siRNA-transfected MLTCs.

**Conclusions/Significance:**

The results, in conjunction with the previous data, imply that *Mamld1* enhances *Cyp17a1* expression primarily in Leydig cells and permit to produce a sufficient amount of testosterone for male sex development, independently of the *Hes3*-related non-canonical Notch signaling.

## Introduction

*MAMLD1* (mastermind-like domain containing 1, alias *CXorf6*) on human chromosome Xq28 is a causative gene for hypospadias, a mild form of 46,XY disorders of sex development (DSD) [1]. To date, multiple mutations have been identified in patients with various types of hypospadias [1]–[3]. In this regard, the mouse homologous gene *Mamld1* is transiently expressed in fetal Sertoli and Leydig cells around the critical period for sex development [1], and transient *Mamld1* knockdown using small interfering RNAs (siRNAs) reduces testosterone (T) production in cultured mouse Leydig tumor cells (MLTCs) [4]. Furthermore, the upstream region of *MAMLD1*/*Mamld1* harbors a putative binding site “CCAAGGTCA” for *NR5A1* (alias, *SF-1* and *AD4BP*) [4] that regulates the transcription of a vast array of genes involved in sex development [5], and NR5A1 protein has been shown to bind to the putative target site and exert a transactivation function for *Mamld1* [4]. These findings imply that *MAMLD1*/*Mamld1* is involved in fetal T production under the regulation of NR5A1, and that *MAMLD1* mutations result in hypospadias primarily because of compromised T production around the critical period for sex development.

However, the underlying mechanism(s) by which impaired *MAMLD1*/*Mamld1* leads to compromised T production remains to be clarified, although there are several possibilities such as defective activities of enzyme(s) involved in T production and compromised proliferation of Leydig cells. Furthermore, although previous functional studies have indicated that *MAMLD1* has a transactivation function for the non-canonical Notch target *Hes3* [4], its relevance to biological function including T production remains unknown. To examine these matters, we performed detailed analyses in *Mamld1* knockdown experiments using MLTCs.

## Methods

### Knockdown experiments

MLTCs (ATCC, CRL-2065™) were maintained in RPMI 1640 supplemented with 10% fetal bovine serum, and were transiently transfected with two siRNAs, i.e., siRNA1 (sense: GCUUCCAGUUCAGAUGCCATT; and anti-sense: UGGCAUCUGAACUGGAAGCTT) and siRNA2 (sense: GGAACUAACCAAAAUUCAATT; and anti-sense: UUGAAUUUUGGUUAGUUCCTC) or with non-targeting control RNA (4611G) (final concentration 20 nM), using Lipofectamine RNAiMAX (Life Technologies). Relative amount of endogenous *Mamld1* mRNA against *B2m* (β2-microglobulin) was determined by the TaqMan real-time PCR method using the probe-primer mix on ABI PRISM 7000 (Life Technologies) (Assay No.: Mm01293665_m1 for *Mamld1*; and Mm00437762_m1 for *B2m*).

### Steroid metabolite measurements

MLTCs are known to have the capacity to produce T primarily via Δ^4^-pathway, although the amount of T production remains small primarily because of low 17α-hydroxylase and Hsd17b3 activities [6]. MLTCs are also known to retain responsiveness to human chorionic gonadotropin (hCG) [6]–[8]. Thus, after 48 hours of incubation of transfected MLTCs in 12-well plates with 1 ml of culture medium (an initial cell count: 1×10^5^ cells/well), hCG (Mochida Pharmaceutical) was added to the media at a final concentration of 50 IU/L, and the culture media were obtained at one hour after the addition of hCG. Subsequently, steroid metabolites in the T production pathway were measured by the liquid chromatography-tandem mass spectrometry (ASKA Pharma Medical). This experiment was performed three times.

### Gene expression analyses

Real-time reverse transcriptase (RT)-PCR and microarray analyses were performed using total RNA extracted from MLTCs that were harvested at the time of steroid metabolite measurements. For real-time RT-PCR analysis, 1 µg of total RNA was examined for relative mRNA dosage against *B2m* by the TaqMan Gene Expression Assay on ABI PRISM 7000 (Assay No.: Mm00446826_m l for *Nr5a1* (*Sf1*); Mm00441558_m1 for *Star*; Mm00490735_m1 for *Cyp11a1*; Mm01261921_mH for *Hsd3b1*; and Mm00484040_m1 for *Cyp17a1*). In addition to the genes for steroidogenic enzymes involved in T biosynthesis, we also studied *Insl3* (Mm01340353_m1) for gubernacular development that is expressed in Leydig cells [9], [10]. This experiment was repeated three times. For microarray analysis, 300 ng of total RNA was converted into cRNA associated with Cyanine-3 labeled CTP using RNA Spike-In Kit and Quick Amp Labeling Kit, and was subjected to hybridization on Whole Mouse Genome Oligo Microarray in triplicate (4×44 K G4122F) (Agilent Technologies). Subsequently, fluorescent signals were detected by Agilent Scanner, and were analyzed by GeneSpring GX10 (Tomy Digital Biology). The microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE26913 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26913). All data is MIAME compliant and the raw data has been deposited in a MIAME compliant database (GEO), as detailed on the MGED Society website (http://www.mged.org/Workgroups/MIAME/miame.html).

### Cell proliferation assays

The number of viable MLTCs transfected with two siRNAs or with non-targeting RNA was calculated by the colorimetric method [11], [12], using CellTiter 96 AQueous One Solution Cell Proliferation Assay (Promega). The detailed procedure has been described in the manufacturer's protocol. In brief, MLTCs were cultured in 96-well plates (an initial cell count: 1×10^4^ cells/well), and the cell number was determined every 24 hours by measuring the absorbance on a plate reader (Molecular Device) at 490 nm. This method is based on a positive correlation between the number of viable cells and the absorbance until the cells become confluent, and our preliminary studies showed a good correlation until the absorbance of ∼2.0 (∼6×10^5^ cells/well) (Figure S1). This experiment was performed three times.

### Statistical analysis

Statistical significance was examined by Student's *t*-test or by Mann-Whitney's *U*-test. *P*<0.05 was considered significant.

## Results

### Steroid metabolite measurements

The mean steroid metabolite concentrations are shown in Figure 1, together with the mean endogenous *Mamld1* mRNA levels that were markedly reduced in both siRNA1- and siRNA2-transfected MLTCs at the time of steroid metabolite measurements. The concentrations of pregnenolone and progesterone remained comparable between the culture media with siRNA-transfected MLTCs and those with non-targeted MLTCs, whereas the concentrations of 17-OH pregnenolone, 17-OH progesterone, dehydroepiandrosterone, androstenedione, and T were significantly lower in the culture media with siRNA-transfected MLTCs than in those with non-targeted MLTCs. Furthermore, comparison of the steroid metabolite concentrations in the media with non-targeted MLTCs confirmed revealed the Δ^4^-pathway dominant T production, markedly low 17α-hydroxylase activity and well preserved 17/20 lyase activity for both Δ^4^- and Δ^5^-pathways, and extremely low Hsd17b3 activity in MLTCs. These results indicated that *Mamld1* knockdown further reduced 17α-hydroxylase activity that was originally low in MLTCs.

**Figure 1:**
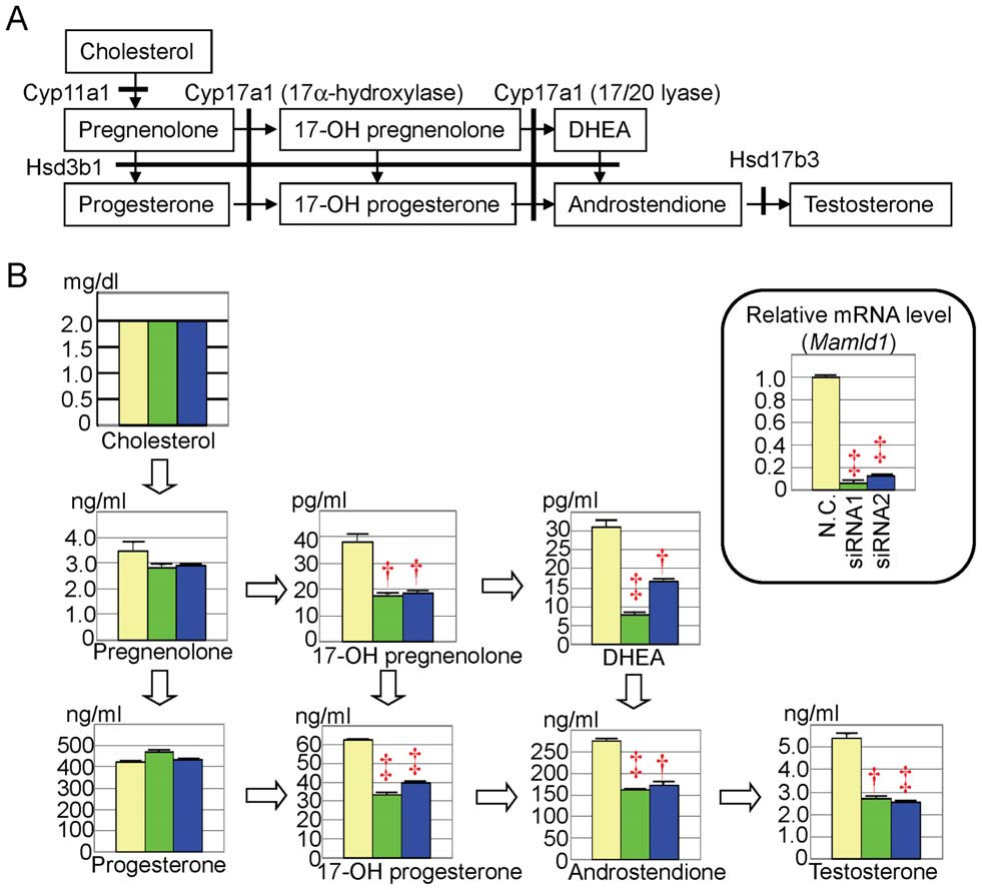
Steroid metabolite concentrations. A. Steroid metabolic pathway from cholesterol to testosterone and enzymes involved in each conversion. Pregnenolone, 17-OH pregnenolone, and DHEA (dehydroepiandrosterone) are Δ^4^-steroid metabolites (Δ^4^-pathway), and progesterone, 17-OH progesterone, and androstenedione are Δ^5^-steroid metabolites (Δ^5^-pathway). Hsd3b1 also functions as Δ^5 4^ isomerase. B. Steroid metabolite concentrations in culture media and endogenous *Mamld1* expression levels in MLTCs. The yellow, the green, and the blue bars indicate the data obtained from MLTCs transfected with non-targeting RNA, siRNA1, and siRNA2, respectively. †: *P*<0.01; and ‡: *P*<0.001. The conversion factor to the SI unit: cholesterol 0.026 (mmol/L), pregnenolone 3.16 (nmol/L), progesterone 3.18 (nmol/L), 17-OH pregnenolone 3.00 (pmol/L), 17-OH progesterone 3.03 (nmol/L), DHEA 3.46 (pmol/L), androstenedione 3.49 (nmol/L), and testosterone 3.46 (nmol/L).

### Gene expression analyses

Real-time RT-PCR and microarray analyses showed significantly decreased *Cyp17a1* expression (∼70%) in both siRNA1- and siRNA2-transfected MLTCs (Figure 2). 

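The microarray part of Figure 2 rests on 11 single-color arrays, with 4 arrays of MLTCs transfected with non-targeting RNA, 4 of siRNA1-transfected MLTCs, and 3 of siRNA2-transfected MLTCs. MLTCs are a cultured line of mouse Leydig tumor cells, and siRNA1 and siRNA2 are short RNA duplexes of different sequence against *Mamld1*, used at 20 nM. The methods describe hybridization in triplicate, and RNA from cells harvested 1 hour after the addition of hCG at the end of 48 hours of incubation. The sample labels name the 48 hours and no hCG. The paper's text and its Tables S1 and S2 do not list the arrays behind each value, and all 11 arrays were used here. In the table of group averages deposited by the authors, the raw averages of 104 of 105 probes for non-targeting RNA, 103 for siRNA1, and 104 for siRNA2 lay within 1% of the means over these 4, 4, and 3 arrays. For each array, 300 ng of total RNA was labeled with Cyanine-3 and hybridized to 45018 spots. Of these, 43379 were not control spots, and they carried 41174 probes. The Feature Extraction software (version 9.5.1.1) gave each spot a background-corrected signal intensity that was not normalized between arrays. The 75th percentile of this signal was 469.7 to 582 on the arrays with non-targeting RNA (median 503), 601 to 774 with siRNA1 (median 615), and 488 to 579 with siRNA2 (median 574). Between 58.4% and 62.4% of the spots on an array were well above background by the software's own test, and 0 were saturated. Here, log2 signals were set relative to the 75th percentile of each array, the 45 to 96 spots per array that the software marked as outliers were left out, and spots of the same probe were averaged. The 24250 probes that were well above background on every array of at least 1 group were tested with limma over all 11 arrays, with Benjamini-Hochberg adjustment. Expression levels are percentages of the geometric mean of the 4 control arrays. The arrays lay on 3 slides, each with arrays of all 3 groups. Deviations from the group means were more alike between arrays of different groups on the same slide (median r = 0.30 across probes, over 13 pairs of arrays) than on different slides (median r = -0.12, over 27 pairs). Probes are not independent replicates, so no test is attached to these correlations. Values from a fit with slide as a block are therefore given at the main results. The number of arrays limits the precision of all values. The methods do not state whether the arrays of a group come from separate transfections, and the sample titles only number them. If they are repeat hybridizations, the p-values do not measure the spread between transfections.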

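*Mamld1* itself was measured by 1 probe of the array. Its level was 54.0% ± 15.4 (SD, n = 4) in siRNA1-transfected MLTCs and 59.8% ± 12.6 (SD, n = 3) in siRNA2-transfected MLTCs, against 101% ± 17.1 (SD, n = 4) in non-targeted MLTCs. The log2 fold change was -0.93 with siRNA1 (standard error 0.20, limma adjusted p = 0.00571) and -0.77 with siRNA2 (standard error 0.22, limma adjusted p = 0.0309). The siRNA1 arrays stood at 46.6%, 77.0%, 48.1%, and 44.1%, and the siRNA2 arrays at 45.3%, 68.6%, and 65.5%. All of them were below the lowest control array (85.2%), and the two-sided exact permutation test gave p = 0.0286 for either siRNA, the smallest p that these numbers of arrays allow. The log2 difference between the siRNAs, -0.16 (standard error 0.22, limma adjusted p = 0.640) did not pass the threshold. The mean signal of *Mamld1* was 28.8 with non-targeting RNA, 19.1 with siRNA1, and 17.9 with siRNA2. It was well above background on all 11 arrays, on which the lowest signal so called was 6.94 to 8.90. With slide as a block, the log2 fold changes were -1.05 (limma adjusted p = 0.00102) and -0.83 (limma adjusted p = 0.00608). The alternative that moved them most, normexp background correction, reversed their sign to 0.65 and 0.44 (limma adjusted p = 0.492 and 0.749), because a few extreme local backgrounds raised the values of 4 arrays. Over all alternatives, the adjusted p of *Mamld1* ranged from 0.00102 to 0.492 with siRNA1 and from 0.00608 to 0.749 with siRNA2. The siRNA2 change of *Mamld1* was not past an adjusted p of 0.05 without control array 3 (-0.68, limma adjusted p = 0.0792), control array 4 (-0.71, 0.0746), siRNA2 array 1 (-0.58, 0.117), or siRNA2 array 3 (-0.84, 0.0501).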

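*Cyp17a1* encodes the enzyme with 17α-hydroxylase and 17/20 lyase activities, and 1 probe measured it. Its level was 52.8% ± 3.09 (SD, n = 4) in siRNA1-transfected MLTCs and 72.2% ± 7.77 (SD, n = 3) in siRNA2-transfected MLTCs, against 101% ± 15.7 (SD, n = 4) in non-targeted MLTCs. The control arrays stood at 95.2%, 82.2%, 108%, and 118%, the siRNA1 arrays at 48.9%, 56.4%, 53.3%, and 52.5%, and the siRNA2 arrays at 66.6%, 68.9%, and 81.0%, so that each siRNA array was below each control array. The log2 fold change with siRNA1 was -0.92 (standard error 0.12, limma adjusted p = 0.000216), and the two-sided exact permutation test on the log2 signals gave p = 0.0286. With siRNA2, it was -0.48 (standard error 0.13, limma adjusted p = 0.0237, exact permutation p = 0.0571). The log2 difference between siRNA1 and siRNA2 was -0.45 (standard error 0.13, limma adjusted p = 0.0255, exact permutation p = 0.0286). This difference was negative under all alternatives, with an adjusted p from 0.00519 to 0.792. It was not past 0.05 under several of them, such as median scaling (-0.41, limma adjusted p = 0.0667), no filter on dim probes (-0.45, 0.0618), and the fits without siRNA1 array 1 (-0.41, 0.0632), siRNA1 array 3 (-0.45, 0.0539), siRNA2 array 2 (-0.48, 0.0551), or siRNA2 array 3 (-0.36, 0.109). With slide as a block, the log2 fold changes of *Cyp17a1* were -0.97 (limma adjusted p = 7.35e-05) and -0.52 (limma adjusted p = 0.00357). Over all alternatives, the adjusted p with siRNA1 ranged from 3.50e-05 to 0.0499. With siRNA2 it ranged from 0.00357 to 0.517, and the log2 fold change was negative throughout, from -0.71 to -0.40. The siRNA2 change was not past an adjusted p of 0.05 without control array 3 (-0.44, limma adjusted p = 0.0630), control array 4 (-0.40, 0.0575), siRNA2 array 1 (-0.42, 0.0823), or siRNA2 array 2 (-0.45, 0.0879).

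**Figure D1:**
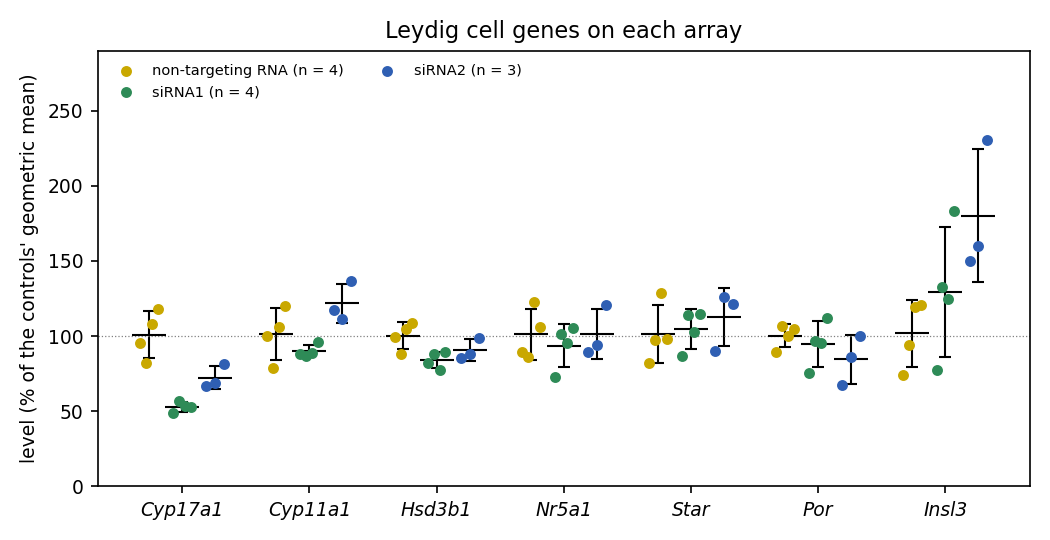
Expression levels of *Cyp17a1*, *Cyp11a1*, *Hsd3b1*, *Nr5a1*, *Star*, *Por*, and *Insl3* (x axis) as percentages of the geometric mean of the 4 control arrays (y axis), with 1 point per array and the mean and SD of each group (non-targeting RNA, n = 4; siRNA1, n = 4; siRNA2, n = 3). The *Cyp17a1* levels lie between 48.9% and 56.4% with siRNA1 and between 66.6% and 81.0% with siRNA2, below all 4 control arrays.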

Although *Cyp11a1* and *Hsd3b1* expressions were found to be reduced in siRNA1-transfected MLTCs by real-time RT-PCR and microarray analyses respectively, such reduced activities were not reproduced in siRNA2-transfected MLTCs. 

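The brighter of the 2 *Cyp11a1* probes stood at 89.9% ± 4.14 (SD, n = 4) of control with siRNA1 and 122% ± 13.1 (SD, n = 3) with siRNA2, against 101% ± 17.3 (SD, n = 4) on the control arrays. Neither change passed the threshold in this fit. The log2 fold change was -0.16 with siRNA1 (standard error 0.12, limma adjusted p = 0.395, exact permutation p = 0.286) and 0.28 with siRNA2 (standard error 0.13, limma adjusted p = 0.190, exact permutation p = 0.143). With replicate number as a block, the siRNA2 change passed it (limma adjusted p = 0.0432, within a range of 0.0432 to 0.914 over all alternatives). The dimmer *Cyp11a1* probe moved in the same directions, by -0.30 and 0.18 (limma adjusted p = 0.0995 and 0.446). Between the siRNAs, the log2 difference was -0.43 for the brighter probe (limma adjusted p = 0.0371, exact permutation p = 0.0286) and -0.48 for the dimmer (limma adjusted p = 0.0252). For the brighter probe, the adjusted p of this difference ranged from 0.00765 to 0.895 over all alternatives. It was not past 0.05 after quantile normalization (-0.34, limma adjusted p = 0.0667), for example, or without siRNA1 array 1 (-0.43, 0.0738), 2 (-0.42, 0.0727), or 3 (-0.43, 0.0804), or siRNA2 array 1 (-0.46, 0.0640), 2 (-0.50, 0.0528), or 3 (-0.35, 0.145). *Hsd3b1* stood at 84.2% ± 5.38 (SD, n = 4) with siRNA1 and 90.8% ± 7.16 (SD, n = 3) with siRNA2, against 100.3% ± 8.86 (SD, n = 4) on the control arrays. Its log2 fold change was -0.25 with siRNA1 (standard error 0.091, limma adjusted p = 0.0655, exact permutation p = 0.0571) and -0.14 with siRNA2 (standard error 0.099, limma adjusted p = 0.387, exact permutation p = 0.143). The *Hsd3b1* change with siRNA1 passed an adjusted p of 0.05 with slide as a block (-0.27, limma adjusted p = 0.0203), with the trend and robust options of eBayes (-0.25, 0.0390), and without control array 2 (-0.31, limma adjusted p = 0.0300), within a range of 0.0203 to 0.392 over all alternatives. The *Hsd3b1* changes with the siRNAs were not shown to differ from each other (log2 difference -0.11, limma adjusted p = 0.478).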

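On the arrays, *Nr5a1* stood at 93.7% ± 14.6 (SD, n = 4) of control with siRNA1 and 101% ± 16.9 (SD, n = 3) with siRNA2. The brighter of the 2 *Star* probes stood at 105% ± 13.0 (SD, n = 4) and 113% ± 19.6 (SD, n = 3), and *Por* at 94.7% ± 15.2 (SD, n = 4) and 84.4% ± 16.5 (SD, n = 3). None of these changes passed the threshold. Their log2 fold changes lay between -0.26 (*Por* with siRNA2, limma adjusted p = 0.302, exact permutation p = 0.114) and 0.16 (*Star* with siRNA2, limma adjusted p = 0.619, exact permutation p = 0.486). The dimmer *Star* probe gave 0.032 and 0.29 (limma adjusted p = 0.883 and 0.179). With slide as a block, *Nr5a1* with siRNA2 changed sign from 0.0074 to -0.055, and *Star* with siRNA1 from 0.057 to -0.047. *Insl3* varied more between arrays, with 129.5% ± 43.2 (SD, n = 4) with siRNA1, 180.2% ± 44.1 (SD, n = 3) with siRNA2, and 102% ± 22.3 (SD, n = 4) on the control arrays. Its log2 fold change was 0.31 with siRNA1 (standard error 0.25, limma adjusted p = 0.412, exact permutation p = 0.343) and 0.82 with siRNA2 (standard error 0.27, limma adjusted p = 0.0613, exact permutation p = 0.0286). Each siRNA2 array, from 150.2% to 231%, was above the highest control array at 120.4%. With siRNA2, the *Insl3* change passed an adjusted p of 0.05 under several alternatives, such as slide as a block (0.72, limma adjusted p = 0.00865), quantile normalization (0.87, 0.0417), separate fits of each siRNA with the control arrays (0.82, 0.0376), and the fits without siRNA1 array 1 (0.82, 0.0261) or siRNA1 array 4 (0.82, 0.0398), within a range of 0.00239 to 0.738 over all alternatives. *B2m*, the reference gene of the real-time RT-PCR, stood at 97.1% ± 6.66 (SD, n = 4) with siRNA1 and 108% ± 12.4 (SD, n = 3) with siRNA2 for the brighter of its probes. The log2 fold changes of *B2m* were -0.045 (limma adjusted p = 0.760), which quantile normalization turned to 0.019, and 0.11 (limma adjusted p = 0.522). The dimmer *B2m* probe gave 0.11 and 0.12 (limma adjusted p = 0.406 and 0.453), so the sign with siRNA1 differed between the probes.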

The siRNAs knockdown did not affect the expressions of *Nr5a1* (*Sf1*), *Star*, *Por*, and *Insl3*. The assessment of *Hsb17b3* was impossible, because of its extremely low expression.

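The mean signal of the *Hsd17b3* probe was 15.2 in non-targeted MLTCs, 19.8 with siRNA1, and 14.8 with siRNA2, with single arrays from 10.1 to 21.8. The probe was well above background on all 11 arrays. Its level was 107% ± 13.3 (SD, n = 4) with siRNA1 and 94.4% ± 18.6 (SD, n = 3) with siRNA2, against 103% ± 28.2 (SD, n = 4) on the control arrays. The log2 fold changes of 0.085 (standard error 0.19, limma adjusted p = 0.777) and -0.10 (standard error 0.20, limma adjusted p = 0.805) were smaller than the spread between arrays. Without control array 2, the siRNA1 value turned to -0.051, and without control array 1, the siRNA2 value turned to 0.067.

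**Figure D2:**
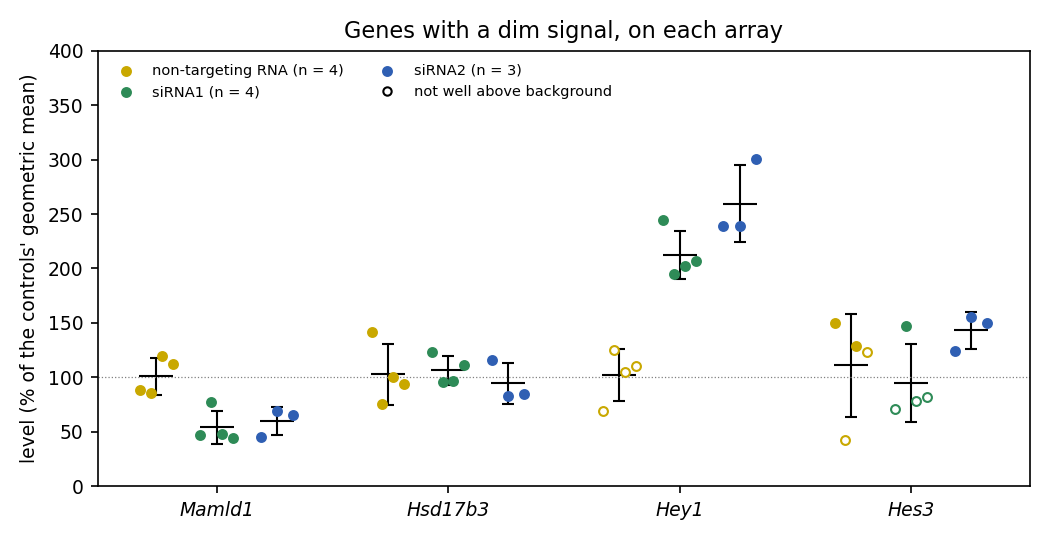
Expression levels of *Mamld1*, *Hsd17b3*, *Hey1*, and *Hes3* (x axis), which have dim signals, as percentages of the geometric mean of the 4 control arrays (y axis), with 1 point per array, open where the probe was not well above background, and the mean and SD of each group (non-targeting RNA, n = 4; siRNA1, n = 4; siRNA2, n = 3). *Hey1* is well above background on 0 of the 4 control arrays, 4 of 4 siRNA1 arrays, and 3 of 3 siRNA2 arrays.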

**Figure 2:**
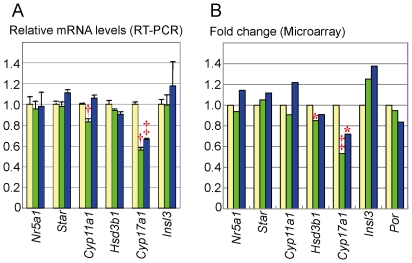
Gene expression analysis. The yellow, the green, and the blue bars indicate the data obtained from MLTCs transfected with non-targeting RNA, siRNA1, and siRNA2, respectively. *: *P*<0.05; †: *P*<0.01; and ‡: *P*<0.001. A. Real-time RT-PCR analysis. B. Microarray analysis.

In addition, 47 genes including a Notch-related gene *Hey1* were significantly up-regulated (fold change >2.0×) and 38 genes were significantly down-regulated (fold change <0.5×) in both siRNA1- and siRNA2-transfected MLTCs (Table S1 and Table S2). However, *Mamld1* knockdown had no discernible effect on the *Hes3* expression level (siRNA1: fold change 0.92, *P* = 0.80; siRNA2: fold change 1.43, *P* = 0.35). 

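At a limma adjusted p of 0.05 or less and a fold change of at least 2 with both siRNAs, 79 probes of 65 genes were higher and 47 probes of 43 genes were lower. In these gene counts, an accession without a gene symbol counts as a gene. With siRNA1, 288 probes were higher and 438 lower, and with siRNA2, 180 were higher and 365 lower. A further 5 probes changed in opposite directions. In 100 simulations of unchanged groups against the same 4 control arrays, at most 1 probe was called with both. Of the 126 probes, 123 had every siRNA array beyond every control array. These probes were selected for large changes, so this separation is not independent support. With slide as a block, 81 probes were higher and 47 lower, and 117 of the 126 were among them. Normexp background correction moved the counts most among the alternatives that kept the fold threshold, to 10 higher and 2 lower. The 5 probes with the largest mean increase and the 5 with the largest mean decrease, among those with every array beyond the controls, are named. *Vps53* rose by a log2 fold change of 2.42 with siRNA1 and 2.19 with siRNA2 (limma adjusted p = 6.17e-08 and 2.71e-07), while a brighter *Vps53* probe gave -0.74 and -0.34. *D030029J20Rik* rose by 2.19 and 2.64 (limma adjusted p = 2.07e-06 and 1.74e-06), and *Exoc4* by 1.95 and 2.47 (limma adjusted p = 1.48e-07 and 1.42e-07). The probes of *Foxred2* and *Ednra* were well above background on no control array. *Foxred2* was at least 1.57-fold higher with siRNA2 and, with 2 of 4 siRNA1 arrays above background, higher with siRNA1 as well. *Ednra* was at least 1.99-fold higher with siRNA1, and this probe was above background on no siRNA2 array, while the brighter *Ednra* probe of Table S1 rose by 2.40 and 1.31 (limma adjusted p = 7.88e-08 and 5.43e-06). In these bounds, each array of the dim group is set at the lowest signal called well above background on it, or at its own signal if that is higher. Some spots brighter than this lowest signal were not called. Here and in the later sections, such bounds are therefore estimates and not strict minima. They leave out the spread between arrays and depend on the background correction. *Lama2* fell to 11.7% ± 1.54 (SD, n = 4) of control with siRNA1 and 18.1% ± 0.382 (SD, n = 3) with siRNA2 (limma adjusted p = 5.70e-08 and 2.71e-07), and its second probe, above background on 2 of 4 siRNA1 arrays, was lower as well. These probes of *Tg*, *Syngr1*, and *Retreg1* (1810015C04Rik in Table S2) were above background on no siRNA array. *Tg* was at least 2.09-fold lower with siRNA1 and at least 1.80-fold lower with siRNA2, *Syngr1* at least 2.51-fold and 2.16-fold, and *Retreg1* at least 2.79-fold and 2.44-fold. Of 2 brighter *Syngr1* probes, 1 gave -0.56 and -0.53 with siRNA1 and siRNA2, and the other -0.67 and -0.69. A second *Tg* probe, which is dim as well, was not past the threshold with siRNA2 (limma adjusted p = 0.441), and a second *Retreg1* probe, above background on 3 of 4 siRNA1 and 1 of 3 siRNA2 arrays, was lower with both siRNAs (limma adjusted p = 0.0175 and 0.00313).

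**Figure D3:**
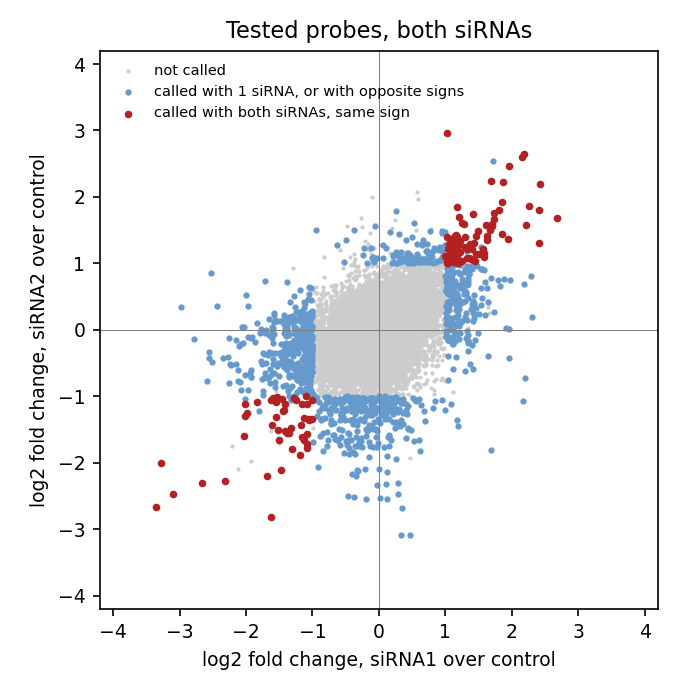
Log2 fold changes of the 24250 tested probes with siRNA1 (x axis) and siRNA2 (y axis), each against the control arrays. Red points are probes called with both siRNAs in the same direction (79 higher at the upper right, 47 lower at the lower left), blue points are probes called with 1 siRNA or in opposite directions, and grey points are the others.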

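*Hey1* stood at 212% ± 22.3 (SD, n = 4) of control with siRNA1 and 259% ± 35.3 (SD, n = 3) with siRNA2, against 102% ± 23.8 (SD, n = 4) on the control arrays. Its log2 fold changes were 1.08 (standard error 0.17, limma adjusted p = 0.000851) and 1.37 (standard error 0.18, limma adjusted p = 0.000450), and the exact permutation test gave p = 0.0286 for either siRNA. The signal was close to background, with means of 4.74, 12.5, and 12.7 for non-targeting RNA, siRNA1, and siRNA2. Since no control array was well above background, the increase of *Hey1* is given as estimated lower bounds. These were 1.32-fold with siRNA1 and 1.61-fold with siRNA2 under the background correction used here. Normexp with extreme local backgrounds replaced, an alternative chosen after the data were seen, gave -0.14 and 0.051 (limma adjusted p = 0.297 and 0.848), within ranges of 0.000591 to 0.446 and 0.000275 to 0.848 over all alternatives.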

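The *Hes3* probe was well above background on 2 of 4 control arrays, 1 of 4 siRNA1 arrays, and 3 of 3 siRNA2 arrays, with mean signals of 9.05 on the control arrays and 12.2 on the siRNA2 arrays. Its level was 94.8% ± 35.4 (SD, n = 4) with siRNA1 and 143% ± 17.1 (SD, n = 3) with siRNA2, against 111% ± 47.2 (SD, n = 4) on the control arrays. The log2 fold change was -0.14 with siRNA1 (standard error 0.37, limma adjusted p = 0.815, exact permutation p = 0.914) and 0.51 with siRNA2 (standard error 0.39, limma adjusted p = 0.446, exact permutation p = 0.457). As a ratio to control, these are 0.907 and 1.43. Neither change passed the threshold. Control array 2 stood at 42.2% and the other control arrays between 123% and 149%. Without control array 2, the log2 fold changes of *Hes3* were -0.56 (limma adjusted p = 0.104) and 0.096 (limma adjusted p = 0.862). Without control array 1, the siRNA1 value turned to 0.052. Over all alternatives, the adjusted p of *Hes3* ranged from 0.104 to 0.980 with siRNA1 and from 0.306 to 0.963 with siRNA2.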

The microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE26913 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26913).

### Cell proliferation assays

The results are shown in Figure 3. The mean endogenous *Mamld1* mRNA levels were sufficiently suppressed for 120 hours in both siRNA1- and siRNA2-transfected MLTCs. Under this condition, the absorbance values for the siRNA-targeted and non-targeted MLTCs showed a roughly linear increase until 72 hours (absorbance ∼2.0). In this linear proliferative phase, although the absorbance values were significantly decreased in siRNA2-treated MLTCs at 24 and 48 hours after the transfection, this was not reproduced in siRNA1-transfected MLTCs. After 72 hours of incubation, the MLTCs became confluent, and the absorbance values became a plateau phase around ∼2.0. In this plateau phase, although the absorbance values at 96 hours after the transfection were significantly low in both siRNA1- and siRNA2-treated MLTCs, this was not reproduced at 120 hours after the transfection.

**Figure 3:**
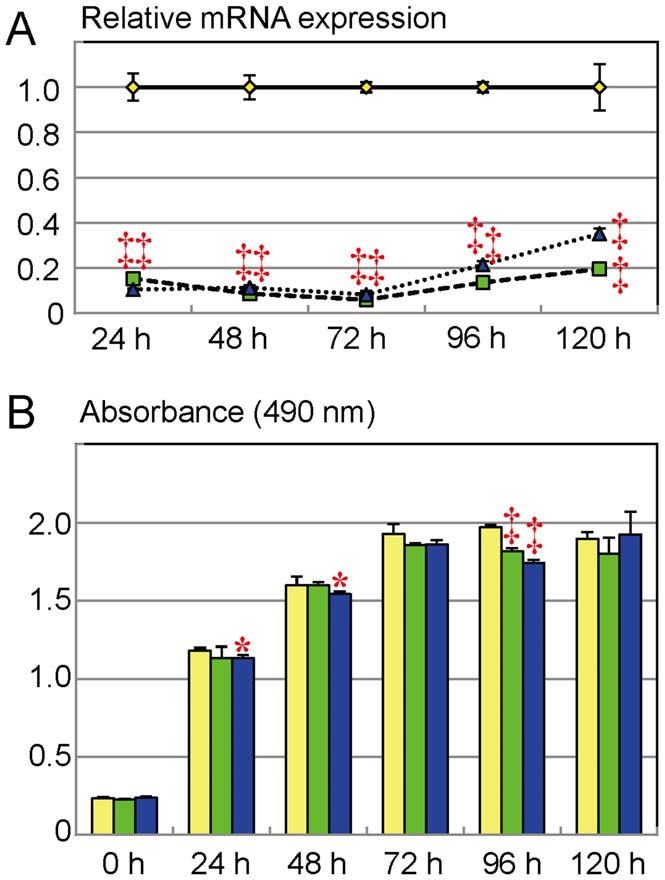
Cell proliferation assay. The yellow, the green, and the blue line graphs and bars indicate the data obtained from MLTCs transfected with non-targeting RNA, siRNA1, and siRNA2, respectively. *: *P*<0.05; and ‡: *P*<0.001. A. Endogenous *Mamld1* expression levels. B. Absorbance values.

## Discussion

*Mamld1* knockdown with two siRNAs resulted in compromised T production, together with reduced 17α-hydroxylase activity and *Cyp17a1* expression in MLTCs. This provides further support for a positive role of *Mamld1* in T production [4], and implies for the first time a possible interaction between *Mamld1* and *Cyp17a1*, at least in MLTCs. In this regard, it is noteworthy that *Mamld1* is clearly expressed in fetal Leydig and Sertoli cells and is barely expressed in adrenal cells [1], [13], and that *Cyp17a1* expression is indispensable for T production in Leydig cells [14]. Thus, it appears likely that *Mamld1* enhances *Cyp17a1* expression primarily in Leydig cells, permitting the production of a sufficient amount of T for male sex development. In addition, since the expressions of other genes involved in T production and insulin-like 3 biosynthesis were not clearly affected in siRNA-transfected MLTCs, this would argue against the possibility that *Mamld1* knockdown causes a global dysfunction of MLTCs, resulting in T hyposecretion.

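A list of 28 genes of T production, its regulation, and *Insl3* was examined as a set, and 26 of them were tested. Their median log2 fold change was -0.086 with siRNA1, with 8 genes higher and 18 lower, and -0.11 with siRNA2, with 12 higher and 14 lower. By limma's camera test, the set was not shifted against the other genes past the threshold (adjusted p over 8 set tests = 0.982 for either siRNA). By limma's fry test, which does not compare the set with other genes, a change of the set did not pass it either (adjusted p = 0.243 and 0.855). Normexp background correction moved the medians most, to -0.40 and -0.23 (camera adjusted p = 0.000570 and 0.0179 in limma). Over all alternatives, the adjusted p ranged from 0.000570 to 0.996 and from 0.0179 to 0.997. A few extreme local backgrounds dominated the normexp fit. With these replaced, an alternative chosen after the data were seen, the medians were -0.090 and -0.048 (camera adjusted p = 0.988 for either siRNA). Single genes did change. Adjusted over the list alone, 8 genes differed with siRNA1 and 8 with siRNA2, and adjusted over all tested probes, 8 and 6. The list gene past a fold change of 2 was *Nr0b1* with siRNA1 (1.00 with siRNA1 and 0.25 with siRNA2, limma adjusted p = 3.23e-05 and 0.135), and the siRNAs differed (log2 difference 0.76, limma adjusted p = 0.000389). The following genes were picked after their values were seen. *Hsd17b7* (-0.91 with siRNA1 and -0.57 with siRNA2, limma adjusted p = 0.00164 and 0.0395) and *Fdx1* (-0.38 with siRNA1 and -0.49 with siRNA2, limma adjusted p = 0.00878 and 0.00465) were lower with both siRNAs, as was *Cyp17a1*, and *Gata6* (0.38 with siRNA1 and 0.47 with siRNA2, limma adjusted p = 0.00176 and 0.00106) was higher with both. *Lhcgr* was lower with siRNA1 (-0.63 with siRNA1 and 0.16 with siRNA2, limma adjusted p = 0.00285 and 0.471), and the siRNAs differed (log2 difference -0.79, limma adjusted p = 0.00121). From the reduced *Cyp17a1* expression in MLTCs and the sites where *Mamld1* is expressed, the paper proposes that, primarily in Leydig cells, the expression of *Cyp17a1* is enhanced by *Mamld1*. In the paper's view, the lack of a clear effect on other genes of T production would argue against a possible global dysfunction of MLTCs.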

However, a straightforward explanation appears to be difficult between impaired 17α-hydroxylase activity and reduced *Cyp17a1* expression. Indeed, 17/20 lyase activity was well preserved in siRNA-transfected MLTCs, although the same Cyp17a1 enzyme is utilized for both17α-hydroxylase and 17/20 lyase reactions [14]. In addition, defective 17α-hydroxylase activity occurred in the presence of ∼70% of *Cyp17a1* expression, despite 17α-hydroxylase deficiency being an autosomal recessive disease in which 50% of enzyme reduction has no major effect on the steroid metabolism [14]. In this context, it is notable that MLTCs originally have a markedly low 17α-hydroxylase activity and a well preserved 17/20 lyase activity for both Δ^4^- and Δ^5^-pathways (Figure 1) [6]. Such a unique property of MLTCs may be relevant to the preferential impairment of 17α-hydroxylase activity in siRNA-transfected MLTCs.

*Mamld1* knockdown had no discernible effect on the *Hes3* expression. In addition, while a Notch-related gene *Hey1* [15]–[17] was up-regulated in siRNA-transfected MLTCs, there are no data suggesting a possible interaction between *Hes3* and *Hey1* in the T production process. Furthermore, while *Hes3* is weakly expressed in the MLTCs [4], *Hes3* expression is apparently absent from mouse fetal gonads around the critical period for sex development [18]. Thus, it is unlikely that *Hes3*-related non-canonical Notch signaling underlies a link between *Mamld1* and *Cyp17a1*. In addition, while microarray analysis revealed multiple up-regulated and down-regulated genes in siRNA-transfected MLTCs, none of them is known to be involved in the T production at present. It remains to be clarified, therefore, how *Mamld1* enhances *Cyp17a1* expression and T production.

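Of 29 Notch pathway genes listed for a set test, 17 were tested. Their median log2 fold change was 0.060 with siRNA1 and -0.080 with siRNA2, and neither shift was past the threshold (limma's camera, adjusted p = 0.982 for either siRNA, and fry, adjusted p = 0.293 and 0.243). With siRNA2, the mean of 0.026 differed in sign from the median and from the direction of the camera test. The siRNA1 median turned to -0.14 when only probes above background on all 11 arrays were kept, and to -0.057 with no filter. Adjusted over the list alone, 9 Notch genes differed with siRNA1 and 5 with siRNA2, and adjusted over all tested probes, 7 and 4. No tested gene of this list other than *Hey1* was past a fold change of 2 with either siRNA. The estimated lower bounds of the *Hey1* increase were 1.32-fold with siRNA1 and 1.61-fold with siRNA2. This increase did not pass the threshold under normexp with extreme local backgrounds replaced. *Hes6* (-0.43 with siRNA1 and -0.61 with siRNA2, limma adjusted p = 0.00654 and 0.00181) and *Notch4* (-0.36 with siRNA1 and -0.48 with siRNA2, limma adjusted p = 0.0401 and 0.0210), picked after their values were seen, were lower with both siRNAs.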

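None of the 26 tested genes of the T production list was called with both siRNAs at the fold threshold. Of the 126 called probes, 89 were well above background on all 11 arrays (57 higher and 32 lower). The median signal was 187 for the higher probes and 45.0 for the lower ones, against 339 for all tested probes. For 14 of the higher probes, no control array was above background, and for 9 of the lower probes, no array of at least 1 siRNA was.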

The cell proliferation analysis revealed no clear evidence for the reduced number of viable MLTCs transfected with siRNAs. This implies that the reduced T and several other steroid metabolite concentrations observed at 48 hours after the transfection (Figure 1) are inexplicable by impaired proliferation of MLTCs. However, since the cell doubling time of MLTCs is 35–40 hours [8], a slight difference in cell proliferation would not be detected by the present analysis. Thus, it might remain tenable at this time that impaired cell proliferation becomes discernible after multiple cell divisions, and that such a possibly reduced cell proliferation underlies the development of hypospadias phenotype in patients with *MAMLD1* mutations, in addition to compromised T production in Leydig cells.

In summary, the present study implies that *Mamld1* enhances *Cyp17a1* expression primarily in Leydig cells and permit to produce a sufficient amount of T for male sex development, independently of the *Hes3*-related non-canonical Notch signaling. Although the data were obtained from *in vitro* studies using MLTCs, they provides a useful clue to clarify the underlying factors for the development of hypospadias and other forms of 46,XY DSD.

## Supporting Information

Figure S1 **Cell proliferation assay by the colorimetric method, using non-transfected MLTCs.** The absorbance value is well correlated with cell number until the absorbance value of ∼2.0, but does not reflect the cell number after the absorbance value of ∼2.0.
(TIF) Click here for additional data file.

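Of the 47 probes of Table S1, 42 were called with both siRNAs here, and 40 were well above background on all 11 arrays. Their median signal was 129 on the control arrays. The fold changes computed here were within 5% of those of the paper's table for 47 probes with siRNA1 and 47 with siRNA2. On the probes of *Foxred2*, AK086961, *Clasp2*, *Spt1*, and *Hey1*, no control array was well above background, and their fold changes depend on the small signal left after background correction. AK086961 and *Spt1* were not well above background on every array of any group and were not tested. The fold changes of *9930013L23Rik* and *Pigx* with siRNA1 (1.99 and 1.99) and of *Bmf* with siRNA2 were just under the threshold of 2.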

Table S1 List of up-regulated genes in MLTCs trasnfected with siRNAs for *Mamld1*.
(DOC) Click here for additional data file.

Table S2 List of down-regulated genes in MLTCs trasnfected with siRNAs for *Mamld1*.

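Of the 38 probes of Table S2, 35 were called with both siRNAs here, and 25 were well above background on all 11 arrays. Their median signal on the control arrays was 65.9. For 10 of them, no array of at least 1 siRNA was well above background. Fold changes were within 5% of those of the paper's table for 38 probes with siRNA1 and 37 with siRNA2. *Spata18*, NAP071160-1, and *4933434M16Rik* were not well above background on every array of any group and were not tested.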

(DOC) Click here for additional data file.

# Supplementary material for: Mamld1 Knockdown Reduces Testosterone Production and Cyp17a1 Expression in Mouse Leydig Tumor Cells
**Source:** PLoS One. 2011 Apr 29;6(4):e19123. doi: 10.1371/journal.pone.0019123
**Supplement:** Table S2 — List of down-regulated genes in MLTCs trasnfected with siRNAs for Mamld1.

| **Table S2.** List of down-regulated genes in MLTCs trasnfected with siRNAs for *Mamld1ｓ* | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | siRNA1 | |  | siRNA2 | |
| Probe Name | Gene Symbol | Fold change | *P*-value |  | Fold change | *P*-value |
| A_52_P590168 | Tg | 0.099 | 4.25E-06 |  | 0.159 | 1.03E-03 |
| A_51_P191865 | Lama2 | 0.121 | 1.94E-07 |  | 0.182 | 8.86E-09 |
| A_51_P428578 | 1810015C04Rik | 0.202 | 2.58E-03 |  | 0.208 | 1.04E-04 |
| A_51_P269546 | Trem2 | 0.329 | 7.34E-05 |  | 0.143 | 3.14E-05 |
| A_51_P512992 | Entpd3 | 0.315 | 1.96E-04 |  | 0.218 | 1.27E-04 |
| A_52_P319093 | Serpina3k | 0.247 | 3.34E-05 |  | 0.331 | 1.02E-03 |
| A_51_P510891 | Afp | 0.363 | 4.68E-04 |  | 0.256 | 2.73E-04 |
| A_52_P416046 | Dnali1 | 0.250 | 1.67E-05 |  | 0.408 | 2.91E-04 |
| A_52_P91043 | 5430420C16Rik | 0.356 | 4.11E-06 |  | 0.317 | 1.14E-04 |
| A_52_P488039 | NAP115231-1 | 0.255 | 2.86E-05 |  | 0.422 | 1.25E-03 |
| A_52_P522754 | Ebna1bp2 | 0.410 | 1.47E-04 |  | 0.289 | 1.29E-05 |
| A_51_P392740 | Spata18 | 0.396 | 4.05E-03 |  | 0.305 | 5.48E-06 |
| A_51_P282837 | St14 | 0.331 | 4.48E-05 |  | 0.371 | 1.45E-05 |
| A_51_P470460 | 4933405K07Rik | 0.351 | 3.31E-03 |  | 0.354 | 1.54E-03 |
| A_51_P501773 | Slc35f3 | 0.251 | 1.26E-07 |  | 0.463 | 3.77E-05 |
| A_52_P119350 | 4732419C18Rik | 0.381 | 1.07E-05 |  | 0.349 | 6.79E-05 |
| A_52_P286912 | NAP071160-1 | 0.317 | 3.36E-04 |  | 0.414 | 7.99E-04 |
| A_52_P326713 | Ccl25 | 0.394 | 1.73E-06 |  | 0.343 | 2.35E-06 |
| A_52_P63680 | Asah3 | 0.344 | 3.48E-06 |  | 0.405 | 3.58E-05 |
| A_51_P212191 | Txnl6 | 0.283 | 2.56E-06 |  | 0.474 | 3.60E-04 |
| A_52_P439001 | TC1648248 | 0.403 | 1.09E-07 |  | 0.361 | 5.23E-07 |
| A_51_P355996 | Acot5 | 0.453 | 7.58E-05 |  | 0.327 | 6.61E-05 |
| A_51_P199168 | Cidea | 0.478 | 1.19E-04 |  | 0.303 | 8.62E-05 |
| A_52_P507382 | Unc93b1 | 0.465 | 1.15E-04 |  | 0.319 | 1.40E-05 |
| A_52_P481316 | EG626359 | 0.371 | 1.60E-05 |  | 0.430 | 4.44E-04 |
| A_51_P451966 | Gml | 0.327 | 2.10E-05 |  | 0.480 | 1.11E-03 |
| A_52_P33831 | Lrrc27 | 0.375 | 1.18E-06 |  | 0.435 | 1.35E-04 |
| A_51_P483159 | Gchfr | 0.449 | 1.05E-04 |  | 0.371 | 1.86E-04 |
| A_51_P352216 | Zfp365 | 0.335 | 5.06E-04 |  | 0.494 | 3.31E-04 |
| A_51_P162162 | Inmt | 0.379 | 4.17E-06 |  | 0.464 | 9.92E-05 |
| A_51_P206824 | Hfe2 | 0.369 | 4.46E-06 |  | 0.489 | 9.27E-04 |
| A_51_P155323 | Hc | 0.463 | 7.85E-06 |  | 0.400 | 1.32E-05 |
| A_51_P177371 | Prnd | 0.489 | 1.75E-04 |  | 0.392 | 9.40E-05 |
| A_52_P426698 | Sema3b | 0.487 | 1.00E-04 |  | 0.394 | 2.18E-05 |
| A_52_P99517 | 4933434M16Rik | 0.425 | 8.28E-05 |  | 0.461 | 7.45E-04 |
| A_52_P299535 | AW548124 | 0.416 | 3.92E-05 |  | 0.492 | 8.98E-04 |
| A_51_P187726 | Dcun1d1 | 0.453 | 8.65E-04 |  | 0.463 | 1.13E-03 |
| A_52_P470150 | Ddc | 0.479 | 4.00E-04 |  | 0.461 | 3.24E-04 |

How the deposited data were processed for this re-analysis (not part of the article)

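The arrays measured RNA from mouse Leydig tumor cells after transfection with non-targeting RNA (4 arrays), siRNA1 (4 arrays), or siRNA2 (3 arrays). Each array carries 1 labeled sample, and no pooling is stated. Per the file headers, the signal intensities were made with the Feature Extraction software (version 9.5.1.1), which subtracted background and removed spatial trends within each array, without normalization between arrays. The same software gave the median intensity of each spot and of its local background, and marks for outlier, saturated, and well-above-background spots, without normalization. The authors also deposited group averages for 105 probes, as raw intensities and as normalized log2 values, made in GeneSpring GX per the file header, which does not name the normalization. These averages were compared with the arrays and used for no other value. The raw averages of *Afp* deviated most, by 1.92%, 4.07%, and 41.4% for the 3 groups. The normalized averages differed from the values computed here by a constant of -0.050, -0.065, and -0.054 log2 units, within 0.02 for all probes. Of the 105 probes, 92 are called here with both siRNAs, and Tables S1 and S2 hold 85.

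The signal intensities were converted to log2, the 75th percentile over the spots other than control spots was subtracted from each array, and spots of the same probe were averaged. Of the 41174 probes, 245 lie on 10 spots. Probes were named by their RefSeq accessions (24375 probes) or by Tables S1 and S2 (32 probes), and 16767 keep their accession. Where gene symbols are counted, such an accession counts as a gene. Of the 24250 tested probes, 17026 have a gene symbol. The maker annotated the array on an older mouse genome build than the one of the gene names, so no coordinates are given. The median signal of the negative control spots was 1.61 to 2.04 per array.

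limma (version 3.58.1, R version 4.3.3) fitted all 11 arrays in 3 groups with lmFit, contrasts.fit, and eBayes, and compared siRNA1 with control, siRNA2 with control, and siRNA1 with siRNA2. A probe is called at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change of at least 2. For single genes, a two-sided exact permutation test of the difference in mean log2 signal is given as well, whose smallest p is 0.0286 for 4 arrays against 4 or 3. For a gene measured in the paper, the brightest probe is given first. A gene named for the size of its change is given by the probe with that change, and brighter probes are added where they differ. The genes named are those measured in the paper, the 5 probes with the largest mean increase and the 5 with the largest mean decrease among probes called with both siRNAs whose siRNA arrays all lie beyond the control arrays, the 2 largest changes in each direction for each siRNA among probes called with 1 siRNA that also differ between the siRNAs, and list genes called with both siRNAs. The 4 gene lists (T production, Notch, cell cycle, and interferon response) were tested with limma's camera (inter-gene correlation 0.01) on 18570 genes, with 1 probe per gene and adjustment over 8 tests. The groups, comparisons, tests, lists, naming rule, and alternatives were fixed before the data were examined, apart from the 3 alternatives and the tests said to have been chosen later. The probe given for a gene named for the size of its change is a further exception. The rule set beforehand was to give the brightest probe of every gene.

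The alternatives, each changing 1 choice, were normexp background correction (offset 50), quantile normalization, scaling by the median, no filter on dim probes, a filter on all 11 arrays, outlier-marked spots kept, slide as a block, replicate number as a block, separate fits of each siRNA with the control arrays, the unpaired t-test of the methods with and without adjustment, eBayes with trend and robust options, an adjusted p alone, gene symbols counted in place of probes, the mean over all probes of a gene, limma's fry in place of camera, and leaving out each array in turn. Normexp used the median signal of each spot and of its local background, in place of the mean signal first chosen for the spot. Chosen after the data were seen were the adjusted t-test of the methods on all probes with outlier-marked spots kept, and normexp with extreme local backgrounds replaced, with and without the offset. Normexp without the offset and without this replacement was also run at that stage. It was superseded by these and is not reported.

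The fit was tested on simulated data, in which 200 of 24250 probes were changed. At a log2 change of 1.5, 95% were called with siRNA1, 94% with siRNA2, and 94% with both, and at 2.5, 99.5%, 98.5%, and 98.5%. Unchanged probes gave 2 calls with siRNA1, 3 with siRNA2, and 0 with both. A simulated list of 25 genes shifted by 0.4 passed 0.05 with camera and with fry, and 8 of 200 unshifted lists fell below 0.05 with camera. No array was left out. The real-time RT-PCR and steroid measurements of the paper were not analysed here, and no 3' untranslated region sequences were used.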

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

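The tests of the difference between the siRNAs by other splits of the arrays, slide, scaling, and knockdown strength, and of a weaker transfection on 1 array, were chosen after the result was seen. The splits of the control arrays with the siRNA1 or siRNA2 arrays were chosen earlier.

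In 4 of 72 groups of 4 arrays, 1 array lay far from the others, and chance gives about 1 in 20 groups. The *Mamld1* level on siRNA1 array 2 was 77.0% of control, and 44.1% to 48.1% on the other siRNA1 arrays. Without this array, the log2 fold change of *Mamld1* with siRNA1 was -1.11. The *Hes3* level on control array 2 was 42.2%, and 123% to 149% on the other control arrays, all at signals near the limit of detection. The 75th percentile of siRNA1 array 3 was 774, against 601 to 616 on the other siRNA1 arrays, and this factor is removed by the scaling. Without siRNA1 array 3, 74 probes were higher and 46 lower with both siRNAs. On siRNA1 array 4, 50 spots were marked as outliers, against 86 to 92 on the other siRNA1 arrays. With such spots kept on all arrays, 79 probes were higher and 47 lower with both siRNAs. A weaker transfection on siRNA1 array 2 would reduce the other changes with siRNA1 on it like that of *Mamld1*, which was 0.428 of its size on the other siRNA1 arrays. For 590 probes called with siRNA1 without array 2 and well above background on all 11 arrays, the median share was 0.945, against 0.945 to 1.01 for the other siRNA1 arrays treated in the same way, which argues against it. Noise of the dim *Mamld1* signal stays open and was not tested, and the design gives no biological explanation for single arrays.

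The siRNAs differed from each other at 814 probes, of which 463 were higher and 351 lower with siRNA1. Of the 126 probes called with both siRNAs, 5 were among them. The log2 difference between siRNA1 and siRNA2 was -0.45 for *Cyp17a1* (standard error 0.13) and -0.43 for *Cyp11a1* (standard error 0.13). These 2 differences kept their sign under all alternatives, but not their side of the threshold, for example without siRNA2 array 3 (-0.36 and -0.35, limma adjusted p = 0.109 and 0.145, within ranges of 0.00519 to 0.792 and 0.00765 to 0.895). In fits of the siRNA1 and siRNA2 arrays alone, in which 799 probes were called, 1 of 35 splits, the real one, gave as many calls, which argues against chance. The number was 834 with slide as a block, and under median scaling 836, so neither slide nor the scaling of the siRNA1 arrays accounts for the count. Quantile normalization gave 484 higher and 330 lower. If 1 siRNA only silenced *Mamld1* more strongly, few probes called with the other siRNA alone would differ between them. Yet 209 probes called with siRNA2 alone and 258 called with siRNA1 alone differed. Effects of each siRNA sequence on other transcripts stay open as a candidate explanation and were not tested, since this needs 3' untranslated region sequences.

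The paper reports the genes changed with both siRNAs. With siRNA1 but not siRNA2, 595 probes were called, and with siRNA2 but not siRNA1, 414. Many of these were not called between the siRNAs, so that a difference is not shown for them. In fits of 1 siRNA with the control arrays alone, 724 probes were called with siRNA1 and 534 with siRNA2. Of 35 splits, 1 gave as many calls for siRNA1 and 1 for siRNA2, the real one each time, so chance can be excluded for all calls with a siRNA, not for the calls with 1 siRNA alone. Among probes that also differ between the siRNAs, those named for siRNA1 include *BC026382* (-2.97 with siRNA1 and 0.34 with siRNA2, limma adjusted p = 1.48e-07 and 0.0921, difference -3.31, adjusted p = 9.28e-08). AK032009 was well above background on no siRNA1 array and at least 2.93-fold lower with siRNA1, and the siRNAs differed (limma adjusted p = 3.72e-05). *Pik3ip1* and AK044887 were well above background on no control array and no siRNA2 array, and on all 4 siRNA1 arrays. With siRNA1, they were at least 2.43-fold and at least 1.94-fold higher than in control, and the siRNAs differed (limma adjusted p = 0.00522 and 0.000361), with no size given for this difference because the siRNA2 signals were at background.

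Those named for siRNA2 include *Nutf2* (0.46 with siRNA1 and -3.09 with siRNA2, limma adjusted p = 0.0172 and 3.07e-07, difference 3.56, adjusted p = 8.83e-08) and *Igfbp5* (0.52 with siRNA1 and 1.61 with siRNA2, limma adjusted p = 0.000924 and 1.64e-06, difference -1.09, adjusted p = 1.31e-05). A much brighter *Nutf2* probe gave 0.11 and 0.044 (limma adjusted p = 0.377 and 0.810). *Rffl* was lower with siRNA2 (limma adjusted p = 4.92e-05) and differed between the siRNAs (adjusted p = 1.75e-05). Its signal was well above background on 1 of 3 siRNA2 arrays, at 3.96 to 12.9 against 51.8 to 68.4 on the control arrays, so no size is given. *Leap2* was well above background on the 3 siRNA2 arrays and on no other array, so the lower bound of its increase with siRNA2 is just under 2-fold, and the siRNAs differed (limma adjusted p = 0.00889). With slide as a block, 288 probes were higher and 444 lower with siRNA1, and 186 higher and 364 lower with siRNA2, so slide does not account for these counts. Unintended targets of a single siRNA may explain part of these changes, which was not tested.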

How the results depend on the processing

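Of 224 values of the 8 probe counts under all alternatives, 192 were within 1.5 times the reported count and 32 were not. Of 1675 log2 fold changes of named genes, 1525 kept their direction and their side of the threshold, 77 were no longer past it, 20 passed it newly, and 53 changed sign, of which 16 belong to called changes. Of 184 medians of gene lists, 165 kept direction and side, 5 passed the threshold newly, and 14 changed sign. For the changes named here, the cause was not tested, unless it is given. Beyond normexp with extreme backgrounds replaced and single arrays left out, a loss of the threshold is named for the *Mamld1* and *Cyp17a1* changes against control, and other losses are in these totals.

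Normexp background correction moved the results most. On 4 arrays, local backgrounds of up to 2781 (control array 2), 28292 (siRNA1 array 2), 45940 (siRNA1 array 4), and 19938 (siRNA2 array 2) at 4 to 11 spots per array dominated its fit. The median signal after correction was 106, 586, 813, and 627 on these arrays, and 83.1 to 96.7 on the others. The counts were 41 higher and 152 lower with siRNA1, 17 and 75 with siRNA2, 10 and 2 with both, and 35 and 35 between the siRNAs. *Cyp17a1* with siRNA2 (-0.71) kept its direction and did not pass the threshold. The sign changed for *Mamld1* (0.65 with siRNA1 and 0.44 with siRNA2), *Nr5a1* with siRNA2 (-0.15), *Star* (-0.32 with siRNA1 and -0.10 with siRNA2), *Insl3* with siRNA1 (-0.041), *Hsd17b3* with siRNA2 (0.61), *Hes3* with siRNA1 (0.90), *B2m* with siRNA2 (-0.10), *Tg* (0.60 with siRNA1 and 0.36 with siRNA2), *Syngr1* (0.65 with siRNA1 and 0.47 with siRNA2), the second *Lama2* probe with siRNA1 (0.20), *Retreg1* (0.70 with siRNA1 and 0.43 with siRNA2), AK032009 (0.55 with siRNA1 and 0.52 with siRNA2), and *Leap2* with siRNA1 (0.93).

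For the lists, normexp gave medians past the threshold for the T production list (-0.40 with siRNA1 and -0.23 with siRNA2), the cell cycle list with siRNA1 (-0.35), and the interferon list with siRNA2 (0.45), and changed the sign for the Notch list with siRNA2 (0.26), the cell cycle list with siRNA2 (-0.090), and the interferon list with siRNA1 (0.60).

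Normexp with extreme local backgrounds replaced, chosen after the data were seen, gave 81 higher and 127 lower with siRNA1, 53 and 135 with siRNA2, 24 and 3 with both, and 168 and 117 between the siRNAs. Without a change of sign, no longer past the threshold in limma were *Mamld1* with siRNA2 (-0.21), *Hey1* with siRNA2 (0.051), *Foxred2* with siRNA2 (0.17), *Tg* with siRNA2 (-0.33), *Syngr1* with siRNA2 (-0.29), *Pik3ip1* with siRNA1 (0.024), and *Leap2* with siRNA2 (0.14). The sign changed for *Nr5a1* with siRNA2 (-0.0081), *Hsd17b3* with siRNA1 (-0.17), *Hey1* with siRNA1 (-0.14), *Hes3* with siRNA2 (-0.014), *Foxred2* with siRNA1 (-0.12), *Ednra* (-0.029 with siRNA1 and -0.0063 with siRNA2), *Pik3ip1* with siRNA2 (-0.059), AK044887 (-0.025 with siRNA1 and -0.040 with siRNA2), and the Notch list with siRNA1 (-0.20).

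Without the offset of 50, also chosen after the data were seen, it gave 137 higher and 281 lower with siRNA1, 93 and 239 with siRNA2, 43 and 24 with both, and 293 and 226 between the siRNAs. Without a change of sign, no longer past the threshold in limma were *Mamld1* with siRNA2 (-0.41), *Cyp17a1* between the siRNAs (-0.44), *Hey1* (0.21 with siRNA1 and 0.35 with siRNA2), *Foxred2* with siRNA1 (0.61), *Ednra* (0.78 with siRNA1 and 0.27 with siRNA2), and AK044887 with siRNA2 (0.079). The sign changed for *Nr5a1* with siRNA2 (-0.012), *Hsd17b3* with siRNA2 (0.035), *Pik3ip1* with siRNA2 (-0.017), and the Notch list with siRNA1 (-0.025).

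Dim probes were affected most. Of the 126 probes called with both siRNAs, 52 had a mean signal under 50, of which 0 were also called with the offset after the replacement and 9 without it. Of the 46 with a signal from 50 to below 500, 6 and 33 were, and of the 28 with a signal of at least 500, 21 and 25 were. The offset shrinks changes at low signals by its construction, so signal over background limits what these arrays show for dim probes.

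Quantile normalization changed the sign for *B2m* with siRNA1 (0.019), *Leap2* with siRNA1 (0.092), and the cell cycle list with siRNA1 (0.028). With no filter on dim probes, *Mamld1* with siRNA2 (-0.77, adjusted p = 0.0762) and *Cyp17a1* with siRNA2 (-0.48, adjusted p = 0.0598) no longer passed the threshold in limma, since more probes were tested, and the sign changed for the Notch list with siRNA1 (-0.057). With the filter on all 11 arrays, the sign changed for the Notch list with siRNA1 (-0.14), since fewer genes were tested, and the probes not above background on every array, such as *Hes3* and *Hey1*, have no value. A block for slide changed the sign for *Nr5a1* with siRNA2 (-0.055), *Star* with siRNA1 (-0.047), and the Notch list with siRNA1 (-0.0036). In separate fits with the control arrays, *Cyp17a1* with siRNA2 (-0.48, adjusted p = 0.0617) did not pass the threshold in limma. With the adjusted t-test of the methods, *Mamld1* with siRNA2 (-0.77, adjusted p = 0.0898) and *Cyp17a1* with siRNA2 (-0.48, adjusted p = 0.123) did not pass it, nor with this test on all probes with outlier-marked spots kept, chosen after the data were seen, *Mamld1* with siRNA2 (-0.77, adjusted p = 0.147) and *Cyp17a1* with siRNA2 (-0.48, adjusted p = 0.200). Over all alternatives with an adjustment, the adjusted p with siRNA2 ranged from 0.00608 to 0.749 for *Mamld1* and from 0.00357 to 0.517 for *Cyp17a1*. The mean over all probes of a gene changed the sign for *B2m* with siRNA1 (0.031). With limma's fry, the interferon list with siRNA2 (0.12, adjusted p = 0.0247) passed the threshold. With an adjusted p alone, as its construction implies, the counts rose to 2858 higher and 3695 lower with siRNA1, 1867 and 2605 with siRNA2, 990 and 1023 with both, and 2847 and 2862 between the siRNAs.

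Leaving out 1 array at a time changed a sign or a call for these results, given as lowest to highest value: *Nr5a1* (-0.12 to 0.11 with siRNA2 and -0.18 to 0.0078 with siRNA1), *Star* (-0.041 to 0.18 with siRNA1), *Hsd17b3* (-0.26 to 0.067 with siRNA2 and -0.051 to 0.25 with siRNA1), *Hes3* (-0.56 to 0.052 with siRNA1), *Leap2* (-0.49 to 0.21 with siRNA1 and 1.13 to 1.82 with siRNA2), *Hsd3b1* (-0.31 to -0.21 with siRNA1), *Pik3ip1* (-0.20 to 0.84 with siRNA2), the Notch list (-0.14 to 0.097 with siRNA1 and -0.14 to 0.054 with siRNA2), *Mamld1* (-0.88 to -0.58 with siRNA2), *Cyp17a1* (-0.57 to -0.40 with siRNA2 and -0.50 to -0.36 between the siRNAs), *Cyp11a1* (-0.50 to -0.35 between the siRNAs), *Por* (-0.18 to 0.015 with siRNA1), *Insl3* (0.63 to 0.94 with siRNA2), *BC026382* (0.24 to 0.43 with siRNA2), *B2m* (-0.076 to 0.00091 with siRNA1), AK044887 (0.65 to 0.96 with siRNA2), and AK032009 (-0.35 to 0.15 with siRNA2). The count of probes called with both siRNAs was 69 to 83 higher and 44 to 53 lower, with at least 108 of the 126 among them. The replicate numbers were not taken as pairs, since deviations of arrays with the same number correlated from -0.18 to 0.53, over 0.1 in 7 of 10 pairs and not in all. Their median of 0.30 was as high as that of arrays of different groups on the same slide (0.30, over 0.1 in 10 of 13 pairs). With replicate number as a block, 80 probes were higher and 48 lower with both siRNAs, and *Cyp11a1* with siRNA2 passed the threshold (0.34, limma adjusted p = 0.0432, within a range of 0.0432 to 0.914 over all alternatives). No scaling moved the median of all tested probes by more than 0.1, since it was -0.048 and -0.0082 as reported and 0.014 with siRNA2 after quantile normalization.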

Differences from the paper's values

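The paper's P for *Hes3* with siRNA2 is 0.35, and the unadjusted p here is 0.221 by limma, while its fold change of 1.43 equals the paper's. Among the alternatives set before the data were examined, the difference is within 1.5 times with normexp (0.423), no filter on dim probes (0.245), slide as a block (0.300), replicate number as a block (0.282), separate fits (0.239), the t-test of the methods (0.356), and without siRNA1 array 3 (0.241), siRNA1 array 4 (0.241), siRNA2 array 2 (0.359), or siRNA2 array 3 (0.334). It is not with quantile normalization (0.181), median scaling (0.177), outlier-marked spots kept (0.223), eBayes with trend and robust (0.222), or without control array 1 (0.112), 2 (0.698), 3 (0.171), or 4 (0.189), siRNA1 array 1 (0.231) or 2 (0.191), or siRNA2 array 1 (0.214). The paper names Student's t-test or Mann-Whitney's U-test for its data as a whole, and not which of them gave this P.

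For *Mamld1*, the paper's ratios to control by real-time RT-PCR are about 0.06 with siRNA1 and about 0.12 with siRNA2 in Fig. 1B, read by eye. The ratios on the arrays are 0.525 and 0.588, and they differ from the paper's under all alternatives set before the data were examined. The paper's values come from another assay.

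For *Cyp17a1*, the paper's text gives 1 common level for both siRNAs, and the levels here are 52.7% with siRNA1 and 71.9% with siRNA2 as ratios of geometric means, close to the bars of Fig. 2B as read by eye. For *Hsd3b1* with siRNA1, Fig. 2B marks a reduction as significant, and the limma adjusted p here is 0.0655. It passes 0.05 with slide as a block (0.0203), with eBayes with trend and robust (0.0390), without control array 2 (0.0300), and with the t-test of the methods without adjustment (0.0208). The paper counts fewer genes changed with both siRNAs than the 65 higher and 43 lower genes here, which include accessions without a gene symbol. The adjusted t-test of the methods on all probes with outlier-marked spots kept, chosen after the data were seen, gave 57 probes higher and 43 lower, of which 97 are in the authors' deposited table. Of the genes of the paper's Tables S1 and S2 that are not called here, AK086961, *Spt1*, *Spata18*, NAP071160-1, and *4933434M16Rik* are called with no filter on dim probes and with the t-test chosen after the data were seen. *9930013L23Rik*, *Pigx*, and *Bmf* are called with quantile normalization, median scaling, an adjusted p alone, and without control array 4. *Bmf* is also called with slide or replicate number as a block and without control array 2 or siRNA2 array 1. Further settings that call them are leaving out control array 2 or siRNA1 array 1 or 3 for *Pigx*, and control array 3 or siRNA1 array 1 for *9930013L23Rik*. Of 170 fold changes in the paper's Tables S1 and S2, 0 differ by more than 1.5 times.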

Other observations

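The tests of other probes of the same genes and of the background in the *Mamld1* signal were chosen after the result was seen.

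For the 126 probes called with both siRNAs, other groupings, the shared control arrays, slide, an interferon response, and faults of single probes were tested. Of 100 splits of the 11 arrays into groups of 4, 4, and 3, 3 gave as many called probes, the real one included, so chance can be excluded at 0.05. The split with 335 probes took the 4 siRNA1 arrays as the control group, and the one with 155 kept the 4 control arrays and mixed the siRNA arrays. Both thus set 1 whole group against arrays of the other groups, so real differences between groups enter their counts. Both also follow the slides in part. Apart from the arrays taken as control, the first puts 3 arrays of 1 slide in 1 group and 2 of another slide in the other, and so does the second, so a contribution of slide to these 2 splits stays open. With slide as a block, the real groups gave 128 called probes, of which 117 are among the 126. In 100 simulations of unchanged groups against the same control arrays, at most 1 probe was called with both, so the spread of the shared control arrays does not account for the count. Across all tested probes, however, the shared control arrays alone gave a mean r of 0.46 between the log2 fold changes and the same sign at 65.3% of probes, against 0.42 and 63.7% observed.

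Of the 40 other tested probes of the same genes, 34 (85%) went in the direction of the call with both siRNAs, against 31.8% for any probe. Their median log2 fold change toward the call was 0.57, against 1.35 for the called probes. This argues against faults of single probes for the set as a whole, not for each probe. Of the called probes, 62.7% were higher, against 39.7% with siRNA1 and 33.0% with siRNA2. With an adjusted p alone, these shares were 49.2%, 43.6%, and 41.7%. After normexp with extreme local backgrounds replaced, they were 88.9% (24 higher and 3 lower), 38.9%, and 28.2%. The size of this excess thus depends on the processing. Silencing of transcripts by the non-targeting RNA would raise probes with both siRNAs and stays open as a candidate explanation. It was not tested, since this needs 3' untranslated region sequences. An effect of reduced *Mamld1* expression stays open as well.

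Of 27 interferon response genes, 14 were tested, and 9 were lower with siRNA1 and 10 higher with siRNA2. The median log2 fold change was -0.11 with siRNA1 and 0.12 with siRNA2, with means of -0.025 and 0.11. The camera adjusted p in limma was 0.982 with siRNA1 and 0.444 with siRNA2, and limma's fry gave an adjusted p of 0.815 and 0.0247. An interferon response shared by both siRNAs is therefore not seen, while a small shift with siRNA2 passes the threshold under fry and not under camera. Adjusted over the list alone, 6 genes differed with each siRNA, and over all tested probes 5, in both directions. Picked after their values were seen, with siRNA1 and siRNA2, these include *Isg15* (-0.65 and -0.25, limma adjusted p = 0.00691 and 0.341), *Irf7* (-0.48 and -0.27, limma adjusted p = 0.0170 and 0.217), and *Ifih1* (0.71 and 0.51, limma adjusted p = 0.000936 and 0.0139).

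Of 31 cell cycle genes, 29 were tested, with 13 higher with siRNA1 and 19 higher with siRNA2. The median log2 fold change was -0.044 with siRNA1, which quantile normalization turned to 0.028, and 0.099 with siRNA2, with means of -0.030 and 0.063. The camera adjusted p in limma was 0.982 and 0.444, and limma's fry gave an adjusted p of 0.243 and 0.0949. Adjusted over the list alone, 1 gene differed with siRNA1 and 0 with siRNA2 in limma, over all tested probes 3 and 2, and without adjustment 8 and 7.

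*Mamld1* signal remained on the siRNA arrays. Background left in the signal was tested by taking off the median of the negative control spots of each array, which would bring the level under 20% of control if background made up the rest. The level was then 50.5% ± 16.4 (SD, n = 4) with siRNA1 and 56.3% ± 13.4 (SD, n = 3) with siRNA2. The median of these spots was 1.61 to 2.04 per array, against mean *Mamld1* signals of 19.1 with siRNA1 and 17.9 with siRNA2. Taking it off could therefore lower the level only slightly. Background of that size does not account for the remaining signal, while background left at this probe itself was not measured. Signal of other transcripts on this probe was not tested.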
